A study of Mus musculus with 8 samples. Its data were reported in "The male germ cell gene regulator CTCFL is functionally different from CTCF and binds CTCF-like consensus sites in a nucleosome composition-dependent manner" (2012).

How the data were processed

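RNA from 8 testes of mice at postnatal day 23 was hybridised to Affymetrix Mouse430_2 arrays, 1 array per sample, with 5 samples labelled wildtype and 3 labelled Ctcfl mutant. Groups and replicate numbers came from the sample titles. According to the study's methods, the authors used Affymetrix software with quantile normalisation, background correction by RMA and the limma package. The deposited table of all arrays held a log2 level per probe set and array, with sorted values of the 8 arrays differing by at most 0.113. It also held group means and log2 differences as the authors computed them. The deposited unadjusted p-values of that table equalled those of a one-way comparison with pooled variance, recomputed from the 8 values, to within 5.97e-09. The deposited fold values in that table were a ratio, 2 to the power of the absolute log2 difference, and a signed form of it. A second table held the authors' limma output, with log2 differences, p-values and the score columns t and B as deposited. A further table held the 1503 rows of the limma table with an unadjusted p under 0.05.

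The authors' limma table was on another scale than the table of all arrays. Its lowest mean level was 6.09 against 3.00, while the highest were 14.9 in both. The transformation behind it is not stated, so its differences are reported beside those computed here and never mixed with them. The genome build of the annotation is not named, so coordinates are not given. Gene names came from the Entrez IDs in the table through a RefSeq gene table (GRCm38.p6), which matched 35498 of 38810 probe sets with an ID (91.5%), and otherwise from the names in the tables. That gene table was also used for the order of genes along chromosomes. Prss50 and Gal3st1 each had 1 probe set, and 814 probe sets matched more than 1 gene.

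The log2 levels were used as deposited, without a filter, and all 45101 probe sets were tested with lmFit and eBayes in limma 3.58.1 (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment. Single genes were also tested by an exact two-sided permutation of the 8 arrays. Gene lists were tested with camera at its preset correlation, with fry and with camera at an estimated correlation, and the 6 marker lists were adjusted together. The CTCFL-bound list, with or without Prss50, was tested alone, so its p-values are unadjusted. The lists were written before the data were examined. Nanos3 in the spermatogonia list had no probe set, and Stra8 is in both the spermatogonia and the CTCFL-bound lists. A list of 12 fat genes was added after fat transcripts had been seen. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The fit was tested on simulated data with 200 changed probe sets, of which 67 changed by 0.5 on the log2 scale. It called 170 probe sets in all, 12 of them unchanged.

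Genes named in the text were chosen by a rule set before the data were examined. It takes the genes that the study names for testis, each with a main probe set whose ID carries no cross-hybridisation suffix where one exists, then the highest mean level. It adds up to 5 probe sets per direction past an adjusted p of 0.05 without overlap between the groups. Where fewer pass, non-overlapping probe sets with a change of at least 0.5 on the log2 scale are taken in order of p. Control probe sets are never named as genes, and Gapdh had no other probe set.

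Alternatives fixed before the data were examined were leaving out each array in turn, only the probe sets above the median level, centring each array on its median, repeating the quantile normalisation, an intensity trend with a robust prior, a one-way comparison without shared variance, array weights, 1 probe set per gene, other thresholds, other probe sets of a gene, the authors' deposited limma table and fry. Other probe sets were compared only for the genes that the study names. Further fits were chosen after the data were seen. They were a block for wildtype replicate 7 with mutant replicate 8, leaving out the control probe sets, an offset of 90.6 added to each value on the linear scale, and the offset with the block. The block was defined from the expression values themselves and no label names it.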

Results

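Testis RNA of wildtype and Ctcfl mutant mice at postnatal day 23 was measured on Affymetrix Mouse430_2 arrays. CTCFL, also called BORIS, is a testis-specific paralog of the zinc finger protein CTCF. The 8 arrays comprised 5 labelled wildtype (replicates 1, 2, 4, 6 and 7) and 3 labelled Ctcfl mutant (replicates 3, 5 and 8), with 1 array per sample. The study's text describes the control animals as heterozygous littermates, whereas the sample labels call them wildtype, and the name in the labels is used throughout. Each array gave a log2 level for 45101 probe sets, of which 64 were controls. The median level per array lay between 6.40 and 6.45. The number of arrays limits the precision of every comparison. Ctcfl itself was not analysed here, so the genotype labels had no check from the targeted gene.

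The arrays were first compared with each other without regard to genotype. Wildtype replicate 7 and mutant replicate 8 stood apart from the other 6 arrays. On the first principal component, which held 44.9% of the variance, they scored 40.2 and 38.2, and the others lay between -24.8 and -3.10. The second component held 15.7%. The first component therefore did not part the genotypes, and the counts, Prss50, Gal3st1 and the spermatid list are also given with these 2 arrays as a block of their own, a choice made after the scores were seen.

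**Figure D1:**
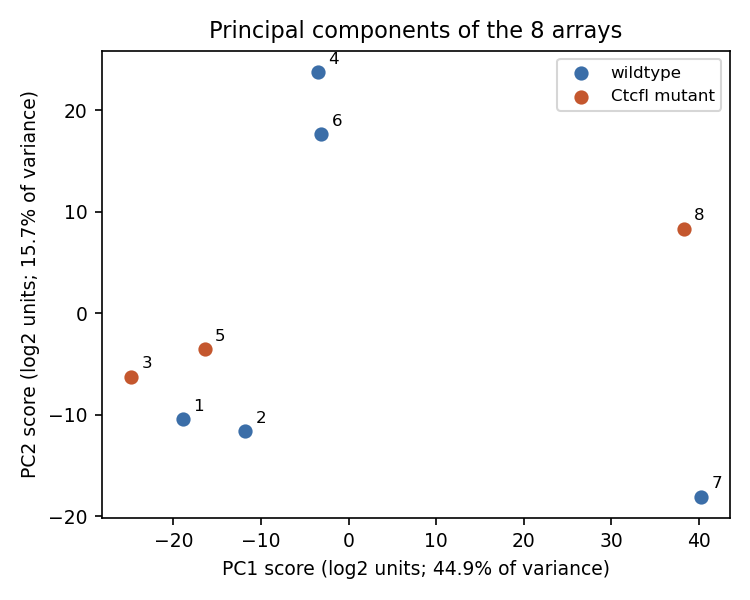
Scores of the 8 arrays on the first (x axis) and second (y axis) principal components of the log2 levels, with wildtype in blue, Ctcfl mutant in orange and replicate numbers beside the points. Wildtype replicate 7 and mutant replicate 8 lie at 40.2 and 38.2 on the first component, apart from the other 6 arrays.

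The first question was which transcripts differ in testis without CTCFL at an age that, in the study, comes before degeneration of the mutant testis. With limma, 0 of 45101 probe sets passed an adjusted p of 0.05, and the smallest adjusted p was 1.0. At an unadjusted threshold of 0.05 there were 1564 probe sets, 796 higher and 768 lower in mutant testis, where chance alone gives 2255. One-way comparison without shared variance gave 0 probe sets after adjustment and 1708 before it. The adjusted count moved only with the block for the pair of arrays, to 1 probe set, that of Prss50. The unadjusted count moved most with the block and an offset on the linear scale together, to 2850. The 5 wildtype and 3 mutant values did not overlap for 1216 probe sets, or 2.70% of all, where chance gives 3.57%. On simulated arrays with the same spread per probe set, 46.3% of changes of 0.5 on the log2 scale and 92.5% of changes of 1 were called. The simulated probe sets varied independently, without a departure shared by the pair of arrays, and 200 of them were changed. The adjustment is stricter where fewer change, so these percentages do not show that such changes are absent here.

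Prss50 and Gal3st1 were compared next, since the study named them as the most reduced genes in testis. Each was represented by 1 probe set. Prss50 had a log2 level of 7.89 ± 0.11 (SD, n = 5) in wildtype and 7.08 ± 0.28 (SD, n = 3) in mutant testis. Its log2 level fell by 0.81 (SE 0.12), and all 3 mutant values lay below all 5 wildtype values. Prss50 ranked 1 of all probe sets by p, yet its limma adjusted p was 1.0. Gal3st1 had levels of 6.42 ± 0.15 (SD, n = 5) and 5.83 ± 0.07 (SD, n = 3), also without overlap. Its log2 level fell by 0.59 (SE 0.09), with a limma adjusted p of 1.0 and rank 3. For both genes the exact two-sided permutation test, with the one-sided p doubled, gave p = 0.0357. That is the smallest this form of the test allows for 5 against 3 arrays. Adjusted over the list alone, 2 of the 10 genes named by the study passed 0.05, with adjusted p of 0.00045 for Prss50 and 0.00048 for Gal3st1. The study chose both genes on these arrays, so this is not independent evidence.

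**Figure D2:**
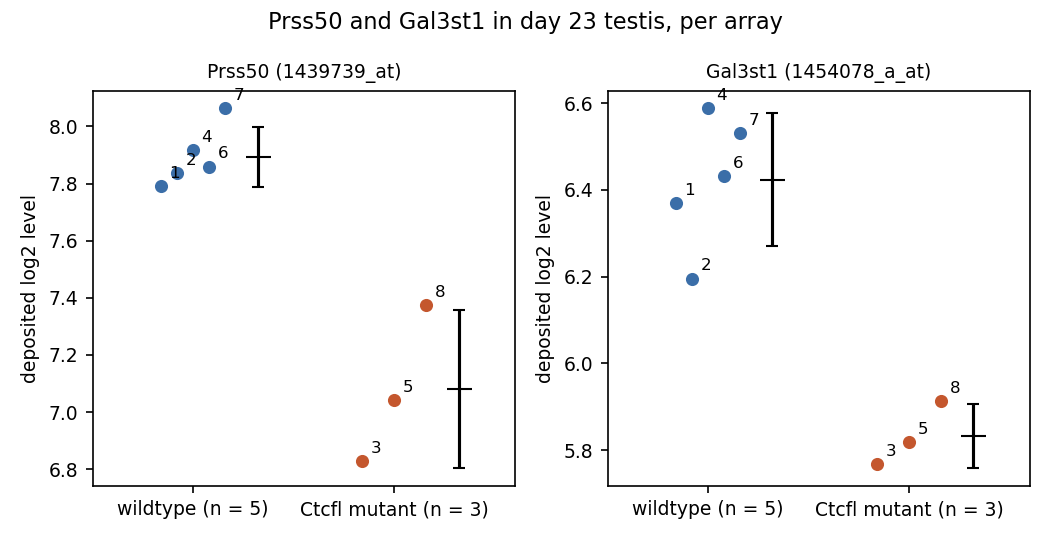
Deposited log2 levels (y axis) of the Prss50 and Gal3st1 probe sets on each wildtype (blue) and Ctcfl mutant (orange) array, with replicate numbers beside the points and the mean and SD of each group in black. The highest mutant value, 7.37 for Prss50 and 5.91 for Gal3st1, is below the lowest wildtype value, 7.79 and 6.20.

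Both genes were also compared within each set of arrays. Among the 6 arrays that lay together, Prss50 differed by -0.92 and Gal3st1 by -0.60 between 2 mutant and 4 wildtype arrays. Between mutant replicate 8 and wildtype replicate 7 the differences were -0.69 and -0.62, from 1 array each and so without a spread. With the pair as a block, Prss50 fell by 0.85 (SE 0.08) at a limma adjusted p of 0.0301, and Gal3st1 fell by 0.61 at an adjusted p of 0.450. Over all alternatives the adjusted p ranged from 0.0301 to 1.0 for Prss50 and from 0.450 to 1.0 for Gal3st1. The block was defined from the same expression values, so the call of Prss50 is not independent evidence. With an offset added on the linear scale together with the block, no probe set passed, and the smallest adjusted p was 0.109.

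The other genes that the study names for testis did not pass the adjustment. Stra8 differed by 0.09 (SE 0.09), Ctcf by -0.022 (SE 0.12), Sycp3 by -0.15 (SE 0.08), Ccna1 by 0.07 (SE 0.10), Tcfl5 by -0.035 (SE 0.07), Clgn by -0.042 (SE 0.13) and Acr by 0.019 (SE 0.06), all on the log2 scale. The 2 probe sets of Tert moved in opposite directions, by -0.18 (SE 0.07) for the one chosen by rule and by 0.31 (SE 0.07) for the other, so no direction is given for this gene. The levels of both were below the array medians, at 5.82 and 5.63 for the one chosen by rule and at 4.20 and 4.51 for the other, in wildtype and mutant. The sign of Ctcf, Ccna1, Tcfl5 and Clgn changed under at least 1 alternative. Gapdh was represented by control probe sets only and is not reported as a gene.

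Since no probe set passed the adjusted threshold, the genes leading in each direction were taken in order of p among non-overlapping probe sets that changed by at least 0.5 on the log2 scale. Only 8 probe sets qualified, 4 lower and 4 higher in mutant testis, and all of them fail the adjustment. Beside Prss50 and Gal3st1, Tut4 differed by -0.97 (SE 0.26) and Bcas2 by -0.52 (SE 0.18). Trim12a differed by 0.66 (SE 0.10), Ogt by 0.54 (SE 0.11), Scml2 by 0.58 (SE 0.12) and Tnnt2 by 0.56 (SE 0.14). Each kept its direction under the alternatives run. Since the values of the groups do not overlap, leaving out, weighting or blocking arrays or adding an offset could not reverse it. The mean levels of Trim12a, 3.78 in wildtype and 4.44 in mutant, are low, and its change ranged from 0.11 with the offset to 0.72. The ranges were -1.17 to -0.48 for Tut4, -0.61 to -0.25 for Bcas2, 0.30 to 0.64 for Ogt, 0.38 to 0.67 for Scml2 and 0.27 to 0.64 for Tnnt2. Each of these genes was read from a single probe set, and any others it has were not compared. The probe sets of Bcas2, Trim12a and Tnnt2 carry a suffix of the kind avoided, where possible, for the genes that the study names.

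Gene lists fixed before the data were examined asked whether CTCFL-bound genes or the mix of testis cells differed. The 12 probe sets of the 9 genes at the leading CTCFL sites of induced ES cells had a median change of 0.0057 and a mean of -0.058. Camera gave a downward test at an unadjusted p of 0.278, as this list was tested alone. The median and the test thus differed in sign. Without Prss50 the median was 0.017 and the unadjusted camera p 0.881. Adjusted over the list alone, 1 of the 12 probe sets passed 0.05, that of Prss50, and 0 of the remaining 11 did. Over all probe sets 0 passed. In the authors' deposited limma table the list had a median of -0.0024 and a camera test at an unadjusted p of 0.0440. That was the lowest camera p over the alternatives, which reached 0.651. Without Prss50 the list did not pass in that table either, with an upward camera test at an unadjusted p of 0.842. Under fry the unadjusted p was 0.0613 with genotype alone and 0.00054 with the pair of arrays as a block. The latter was the lowest fry p over the alternatives, which reached 0.190 without wildtype replicate 1. Without Prss50 the list did not pass under fry in any of these settings. Its unadjusted fry p was then 0.779 with genotype alone and 0.0719 with the block, so the lower values rest on Prss50.

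Of the 6 testis cell marker lists, 4 passed an adjusted p of 0.05 with camera at its preset correlation. The Sertoli (median 0.086, adjusted p 0.00133), Leydig (0.15, 0.00517) and spermatogonia (0.086, 0.00517) lists were higher in mutant testis, and the spermatocyte list was lower (-0.044, 0.0385). The spermatid list had a median of -0.14, with 23 of 25 probe sets lower in mutant testis and an adjusted p of 0.109. The peritubular list had a median of 0.011 and an upward test at an adjusted p of 0.935, while its mean was -0.0021. Adjusted over the list alone, 0 probe sets of each marker list passed 0.05 with limma, as over all probe sets. With genotype alone, all 8 arrays weighted equally and the levels as deposited, none of the 6 lists held under fry, where the smallest adjusted p was 0.501, or under an estimated correlation, where it was 0.340. With array weights these were 0.209 and 0.195. Without mutant replicate 8 the Sertoli list passed under fry, at an adjusted p of 0.0228. Without mutant replicate 3, none of the 4 lists passed with camera. With the pair as a block the spermatid median was -0.33, with 24 of 25 probe sets lower. That difference had an adjusted p of 3.52e-15 with camera and of 0.104 with fry, and with camera it ranged up to 0.917 over the alternatives. With the block, the spermatogonia list passed under fry, at an adjusted p of 0.0331, and no marker list passed under an estimated correlation. Adjusted over the list alone, 10 of the 25 spermatid probe sets passed with the block, and 1 each of the Leydig, peritubular and spermatogonia lists.

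**Figure D3:**
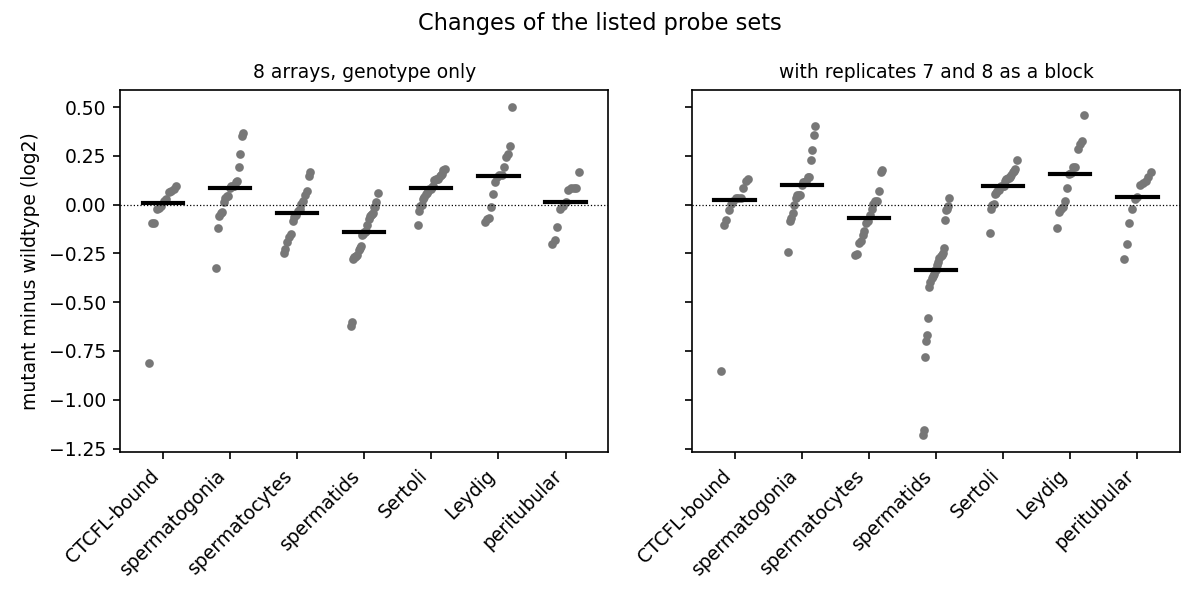
Log2 changes, mutant minus wildtype (y axis), of the probe sets of each gene list (x axis), with genotype alone on the left and with wildtype replicate 7 and mutant replicate 8 as a block on the right. Grey points are probe sets and black lines medians, and the spermatid median lies at -0.14 on the left and -0.33 on the right.

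The authors' deposited tables gave their own statistics for the comparison. In the authors' deposited limma table, 1503 probe sets had an unadjusted p under 0.05, 550 higher and 953 lower, and 0 had an adjusted p under 0.05. The smallest adjusted p in the authors' deposited limma table was 0.504, for Prss50. The split of higher and lower probe sets in that table was more uneven than the 796 and 768 found from the levels per array. In the authors' deposited limma table Prss50 differed by -0.56 and Gal3st1 by -0.26, on a scale compressed at low levels. The authors' deposited table of one-way comparisons had 1708 probe sets at an unadjusted p under 0.05, 878 higher and 830 lower.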

Values the study reported

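The study reported that Prss50 and Gal3st1 were the most reduced genes in day 23 testis of the homozygous mutants, by about 1.5 fold.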

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

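The fat list and its test were chosen after the departure of these arrays had been seen, and the other tests in this part were set out before their results. Among the 5 wildtype arrays, 33 measures were examined for an array far from the others. Of these 4 stood out, all on wildtype replicate 7, where chance gives about 1 in 20 measures, or 1.65 here. The measures overlap, so they are not 4 separate findings. The score on the first principal component was 40.2 on wildtype replicate 7, against -3.10 on the nearest other wildtype array. The mean level of the spermatid list was 10.58 against 9.14. The mean level of the CTCFL-bound list was 8.93 against 8.97, and without Prss50 it was 9.005 against 9.07, so these last 2 departures were small. The 3 mutant arrays were too few for this examination.

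Mutant replicate 8 departed in the same way. Across probe sets, the departures of wildtype replicate 7 and of mutant replicate 8 from the other arrays of their own genotype correlated at 0.613, and the next highest correlation among the 15 pairs of a wildtype and a mutant array was 0.417. Probe sets are not independent replicates. A difference in normalisation that depends on level is argued against, since the correlation was 0.637 after a smooth curve on level was removed. RNA degradation or labelling stays open. The 3' minus 5' difference of the Gapdh control was 0.31 and 0.33 on these arrays and at most 0.22 on the others. For beta-actin it was 1.13 on wildtype replicate 7 and 1.03 on mutant replicate 8. The highest of the others was also 1.03, so by the prediction as written mutant replicate 8 fell within their range, by a margin too small to exclude degradation.

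Another mix or stage of testis cells in these 2 animals is a candidate explanation. Of the 6 marker lists, 1 lay outside 95% of 10000 random lists matched on level in the same direction on both arrays. It was the spermatid list, with median departures of 1.23 and 1.28. Prm1 rose by 3.19 and 3.21 and Tnp1 by 3.29 and 3.09 on the log2 scale. The Leydig and Sertoli lists moved in opposite directions on the 2 arrays. Every marker list lay outside 95% of its random lists on at least 1 of the 2 arrays. Members of a random list are unrelated, so a list whose genes vary together leaves that range more easily. Fat tissue taken with these testes may have contributed too. The fat list had median departures of 0.39 on wildtype replicate 7 and 0.22 on mutant replicate 8, both above 95% of the random lists. For the reason given above, that position is weak evidence. Adipoq had levels of 8.39 and 8.27 on these arrays and at most 6.62 on the others, and 2 fat genes not in the list rose as well, Car3 by 2.58 and 4.10 and Cfd by 2.59 and 3.28. Fabp4, also not in the list, rose by 0.19 and 0.017, but its level was low on all arrays, at most 4.80, so it says little. The single genes given here were chosen after their values were seen. Of the 17 probe sets of the fat list, 5 were above the median level on the other 6 arrays. These explanations do not exclude each other, and genotype cannot account for a departure shared by 1 array of each genotype.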

How the results depend on the processing

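No paired analysis was possible because wildtype and mutant samples share no replicate number. The block of wildtype replicate 7 with mutant replicate 8, the offset, their combination and the fit without controls were chosen after seeing the data, as were the tests of splits on the unadjusted count and with the block. The count of 0 probe sets past an adjusted p of 0.05 with limma held under every alternative run except the block, which gave 1. Other splits of the 8 arrays into 5 and 3 cannot test a count of 0, since all 56 splits give at least that by construction. Of these, 10 gave 1 or more probe sets, up to 15. For the 1564 probe sets at an unadjusted p under 0.05, 30 of the 56 splits gave as many, so chance is not excluded. With the block, 6 of the 30 splits that keep 1 mutant label in the pair gave at least 1 call, and chance is not excluded there either.

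The count of 1564 changed to 707 in the probe sets above the median level and 702 with 1 probe set per gene, where fewer were tested, and to 2644 with the block and 2850 with the offset and the block. Leaving out 1 array gave 1220 to 2649, the last without mutant replicate 8, where 63.0% were higher in mutant against 50.9% with all arrays. The authors' deposited limma table had 1503.

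Prss50 was lower in mutant under all 19 alternatives, from -0.96 to -0.54, with adjusted p from 0.0301 to 1.0. It passed the threshold only with the block (-0.85). Gal3st1 was lower under all 18, from -0.65 to -0.26. For both genes the groups do not overlap, so most of these alternatives could not reverse the direction. Ctcf reversed to 0.0057 with array weights, 0.025 with the block and 0.021 with the offset and the block. Leaving out 1 array it ranged from -0.098 to 0.088. Clgn reversed to 0.0086, 0.0060 and 0.0059 in the same order and to 0.044 for another of its probe sets, and ranged from -0.14 to 0.095. Tcfl5 reversed to 0.0025 with array weights and ranged from -0.083 to 0.0047. Ccna1 ranged from -0.0089 to 0.18. Tert reversed to 0.31 on its other probe set. The cause was not tested.

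The CTCFL-bound list reversed to -0.010 in the probe sets above the median level and -0.0024 in the authors' deposited limma table, and ranged from -0.012 to 0.020 leaving out 1 array. Without Prss50 it reversed to -0.0052 and -0.0019. Under fry the spermatogonia (0.086), spermatocyte (-0.044), Sertoli (0.086) and Leydig (0.15) lists no longer passed. The spermatocyte list also did not pass with repeated quantile normalisation (-0.029) or array weights (-0.035). The spermatid list passed with array weights (-0.23), the block (-0.33) and the offset with the block (-0.26). Leaving out 1 array, the medians ranged from 0.035 to 0.13 for spermatogonia, -0.086 to 0.028 for spermatocytes, -0.57 to 0.10 for spermatids, 0.043 to 0.17 for Sertoli, -0.0078 to 0.28 for Leydig and -0.035 to 0.12 for peritubular cells. The spermatid median was 0.10 without wildtype replicate 7, 0.092 without mutant replicate 3 and -0.57 without mutant replicate 8, so single arrays decide its direction. It passed the threshold without wildtype replicate 1 (-0.26), 2 (-0.20), 4 (-0.18) or 6 (-0.17) and without mutant replicate 8. Without mutant replicate 3 the spermatogonia, Sertoli, spermatocyte and Leydig lists did not pass, and the last 2 reversed (0.028 and -0.0078). Without mutant replicate 5 the spermatogonia list did not pass (0.038), and without wildtype replicate 7 the spermatocyte list reversed (0.0039). The peritubular list reversed without wildtype replicate 7 (-0.027), mutant replicate 3 (-0.033) or mutant replicate 5 (-0.035), and the CTCFL-bound list without mutant replicate 3 (-0.012). The cause was not tested. Set tests were not run for the one-way comparison or 1 probe set per gene. The intensity trend and robust prior did not enter the set tests, so for the lists that alternative only repeats the main result. Signal over background per probe set was not analysed here.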

Other observations

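The tests on spermatids, on the block and on the unadjusted counts were chosen after the results had been seen, as were all cutoffs but the first tried for probe sets with 2 levels. The other tests in this part were set out before. A lower number of meiotic germ cells was weighed for the lower Prss50 and Gal3st1. The spermatocyte list had a median change of -0.044, and 0 of its 16 probe sets fell as far as Gal3st1, which argues against it as the whole cause. A lower number of spermatids was weighed in the same way. From the rise of both genes on the 2 arrays rich in spermatid transcripts, the spermatid list predicts a change of -0.086 for Prss50 and -0.034 for Gal3st1. The falls with the block were larger by factors of 9.89 and 17.9, which argues against spermatids as the whole cause. With the block, 2 of the 25 spermatid probe sets, both of Prm1, fell more than Prss50, and 5 fell more than Gal3st1, 2 of them also without the block. A gene as specific to spermatids as these could thus fall as far, so the argument rests on the small rise of Prss50 (0.21 and 0.44) and Gal3st1 (0.13 and 0.12) on the 2 arrays rich in spermatid transcripts. A direct loss of CTCFL action on these genes stays open as the difference the design names, and these arrays do not test it. The study weighed the same question with other experiments. It reported less PRSS50 protein per cell on sections of mutant testis, and real-time RT-PCR that verified the array results. It also reported higher Prss50 and Gal3st1 expression in ES cells with induced CTCFL.

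With the pair of arrays as a block, the spermatid list was lower in mutant testis by a median of -0.33. Of 30 splits that keep 1 mutant label in the pair, 2 gave a median as low, the real one and a lower one, at -0.41, with wildtype replicate 1 in place of mutant replicate 5. Chance is not excluded. The median was -0.31 in the 4 wildtype against 2 mutant arrays and -0.28 between the pair, but the pair is 1 array against 1, with no spread, so whether the difference is present in both sets stays open. Whether spermatids differ with genotype stays open. The block was defined from the same expression values, in which spermatid transcripts lead, and fry gave an adjusted p of 0.104, so the values are not independent evidence. RNA quality of the pair stays open as well.

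Fewer probe sets had an unadjusted p under 0.05 than chance gives, 1564 against 2255. With the pair as a block there were 2644, so the shared departure of the 2 arrays, which inflates the spread within groups, is a candidate explanation.

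The log2 differences of the authors' deposited limma table were smaller than those from the levels per array, with a slope of 0.553 across probe sets. A constant added to every value on the linear scale may account for this. With 1 offset, 90.6, fitted to mean levels only, the slope of the differences was 1.004. The correlation across probe sets was 0.927 with the offset and 0.935 without it, so only the size of the differences came closer. At an unadjusted p under 0.05 the offset gave 894 probe sets higher and 778 lower, against 550 and 953 in the authors' deposited limma table. The uneven split of that table was thus not reproduced with the offset. Prss50 was then -0.54 against -0.56 in the authors' deposited limma table, and Gal3st1 -0.26 against -0.26. Which step of the authors' processing did this is not stated, and no biological explanation applies.

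A strain variant linked to the targeted locus was tested through the gene order. Of the 200 genes with the smallest p, 1 lay within 100 genes of Ctcfl on its chromosome, where 1.79 are predicted by chance (one-sided Fisher's exact test, p = 0.837). An excess near the locus was not seen.

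Some probe sets had values in 2 separate levels that followed neither genotype. With a gap of at least 1 on the log2 scale and at least 4 times the next gap, there were 66, of which 52 parted the pair of arrays from the others and 0 parted the genotypes. Segregating strain variants are a candidate explanation for the rest, and neighbouring genes would then share their partition of the arrays. At these first cutoffs and 20 genes of distance, 2 of 3 neighbouring pairs shared it and 0 of 34 pairs on different chromosomes did (permutation p = 0.0414). The cutoffs were arbitrary, so 18 combinations were run, this one included. The permutation p was under 0.05 in 9 of them and ranged from 0.00031 to 1.0, the higher values coming with few neighbouring pairs. The explanation stays undecided, and the shared pairs include overlapping sets of neighbours such as Dixdc1, 1810046K07Rik and Atm, named after their values were seen.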
